# Deletion of *ddx4* Ovary-Specific Transcript Causes Dysfunction of Meiosis and Derepress of DNA Transposons in Zebrafish Ovaries

**DOI:** 10.3390/biology13121055

**Published:** 2024-12-16

**Authors:** Yuanyuan Chen, Xing Lin, Jing Dai, Yifan Bai, Fei Liu, Daji Luo

**Keywords:** *ddx4* (*vasa*), zebrafish, ovary, meiosis, transposon repression

## Abstract

Alternative splicing of *ddx4* (DEAD-box helicase 4), a key germline marker gene, has been reported to generate sex-specific transcripts in zebrafish gonads. The biological functions and regulatory mechanisms of the *ddx4* ovary-specific transcript (*ddx4-L*) during oogenesis remain unclear. In this study, we found that *ddx4-L* mutants, in which *ddx4-L* was specifically deleted, had enlarged ovaries but laid fewer eggs, along with having a lower fertilization rate compared to WT controls. RNA-seq analysis was performed to detect the changes in gene expression between WT and *ddx4-L* mutant ovaries. A total of 524 upregulated and 610 downregulated DEGs were identified. GO and GSEA enrichment analyses showed that genes involved in fertilization and reproduction biological processes were significantly downregulated. More specifically, we observed a remarkable reduction in Sycp1, a core component of synaptonemal complex, in *ddx4-L* mutant ovaries at both the mRNA and protein levels. In addition, the expressions of transposon elements, as well as the events of alternative splicing, alternative polyadenylation, and RNA editing, were analyzed based on the RNA-seq data. We found that the deletion of *ddx4-L* resulted in derepression of DNA transposons in zebrafish ovaries, possibly causing genome instability. In conclusion, our work demonstrates that the ovary-specific *ddx4* transcript plays important roles in oocyte meiosis and DNA transposon repression, which extends our understanding of the biological functions and regulatory mechanisms of sex-specific alternative splicing in zebrafish oogenesis and reproduction.

## Simple Summary

DEAD-box helicase 4 (*ddx4*, also known as *vasa*) is a highly conserved marker gene of germlines that plays essential roles in primordial germ cell (PGC) and gonad development. Here, we found that deletion of *ddx4-L*, the ovary-specific transcript of *ddx4* produced by alternative splicing, results in overgrowth of ovaries and reduced fertilization rates. RNA-seq analysis revealed the significant downregulation of meiosis-related gene *sycp1* and the derepress of DNA transposons in the *ddx4-L* mutant ovaries. Our work offers new insights into the biological functions of sex-specific alternative splicing in zebrafish (*Danio rerio*) oogenesis and reproduction.

## 1. Introduction

DEAD-box helicase 4 (*ddx4*), also known as *vasa*, is a highly conserved marker gene for germlines [1,2]. Ddx4 is an ATP-dependent RNA helicase that plays indispensable roles in the development of germ cells and gonads in animals. Deletion of *ddx4* orthologs in different species results in diverse defects in gonads. For instance, knockout of *ddx4* in fruit flies (*Drosophila melanogaster*) causes undifferentiated oocytes or even no oocytes in females, while males are unaffected [3,4,5]. In a *ddx4* knockout zebrafish (*Danio rerio*) model (vasa^sa6158^), all homozygotes eventually developed into sterile males only [6]. In mice (*Mus musculus*), *Ddx4* knockout leads to male infertility, while the females are completely fertile [7,8]. The species- and sex-specific functions of *ddx4* are still not fully understood.

Ddx4 protein has been reported to perform multiple biochemical functions in gametogenesis [1,2], such as regulating mRNA translation [4,9], participating in the structure and dynamics of germ granules [10,11], regulating the cell division of germ cells [3,12,13], and promoting piRNA (piwi-interacting RNA) biogenesis and transposon silencing [8,14,15]. Oogenesis is a complex and prolonged process involving the transitions of oogonia to oocyte and oocyte to egg, accompanied by a series of meiotic events [16,17]. Previous studies have shown that loss of *ddx4* causes abnormal chromosome condensation of germline stem cells and checkpoint kinase 2 (Chk2)-dependent oogenesis arrest in fruit flies [3,13]. piRNA-mediated transposon silencing is thought to be another important function of *ddx4* during oogenesis in fruit flies [14] and spermatogenesis in mice [8]. Activation of transposable elements (TEs) can cause genome instability, which is highly intolerant in germ cells and may result in defects in eggs and sterility [18]. *ddx4* has been reported to interact with piRNA processing factors such as Piwi proteins and Tudor proteins [2,8,19], and loss of *ddx4* greatly reduces the synthesis of piRNAs [8,14,15]. Nevertheless, the exact functions of *ddx4* in zebrafish oogenesis and the related regulatory mechanisms remain to be elucidated.

The sex-specific alternative splicing of *ddx4*, which generates the ovary-biased (*ddx4-L*, the long transcript of *ddx4* with exon 4) and testis-biased (*ddx4-S*, the short transcripts of *ddx4* without exon 4) transcripts in zebrafish gonads, has been reported in previous studies through RT-PCR and transcriptome analysis [20,21]. By constructing a *ddx4-L* specifically deleted zebrafish model, we have found that the ovary-biased *ddx4* isoform regulates germ granule aggregation and PGC development through a phase-separation mechanism. The reproductive defects in adult females and the underlying regulatory mechanisms have not yet been fully elucidated.

In this study, we continued to analyze the reproductive defects of the *ddx4-L* mutant zebrafish line and found that *ddx4-L* mutants had enlarged ovaries but laid fewer eggs, in addition to having reduced fertilization rates. RNA-seq analysis was performed to identify the underlying molecular alterations of RNAs in *ddx4-L* mutant ovaries. Differentially expressed genes (DEGs), as well as alternative splicing (AS) events, alternative polyadenylation (APA) events, A-to-I RNA editing events, and transposon element expression, were analyzed. We found that dysfunction of meiosis and derepress of DNA transposons might be responsible for the arrest of oogenesis in *ddx4-L* mutant ovaries and the low fertilization rate of eggs spawned by the mutants.

## 2. Materials and Methods

### 2.1. Zebrafish Maintenance

The ddx4-L knockout zebrafish line (hereinafter referred to as ddx4-E4Δ) was generated by targeting the alternative exon 4 of ddx4 [21] using the CRISPR-Cas9 technology. Wild-type (WT) and ddx4-L mutant zebrafish were maintained in a recirculating water system at 28.5 °C, under a light cycle of 14 h of day and 10 h of night, and were bred and raised according to a previous study [22]. The ddx4-L mutant line carries a 7 bp deletion in exon 4, which eliminates an MnlI restriction site. Genotyping was performed using PCR-RFLP analysis. PCR products spanning the mutation site were digested with MnlI (NEB, Ipswich, MA, USA, Cat: R0163S) and then subjected to agarose gel electrophoresis. Homozygotes exhibit an uncut band of 561 bp, and WT zebrafish exhibit two bands of 277 bp and 284 bp. Zebrafish used for experimental purposes were sacrificed by immersion in a 0.02% solution of MS222 (Sigma, St. Louis, MO, USA, cat#886-86-2) for a few minutes, until no opercular movement was observed. All experimental procedures involving zebrafish were approved by the Ethics Committee of Institute of Hydrobiology, Chinese Academy of Science (protocol code 2022-03-132).

### 2.2. RNA Extraction and RT-qPCR

After genotyping, total RNA samples were isolated from WT and ddx4-L mutant zebrafish ovaries by using the RNA isolater Total RNA Extraction Reagent (Vazyme, Nanjing, China, Cat: R401-01, China). RNA concentration was measured using the NanoDrop One (Invitrogen, Carlsbad, CA, USA). The cDNA was synthesized by using the HiScript III 1st Strand cDNA Synthesis Kit (Vazyme, Cat: R312-01, China), and qPCR was performed on the CFX96 Touch System (Bio-Rad, Hercules, CA, USA) using the 2× Taq Pro Universal SYBR qPCR Master Mix (Vazyme, Cat: Q712). The qPCR data were analyzed using the CFX Maestro 2.3 software (Bio-Rad). The 2^−ΔΔCt^ method was used with eef1a1l1 as an internal control. Primers used in this study are listed in Supplementary Table S1.

### 2.3. RNA Sequencing and Data Quality Control

RNA integrity was assessed using the RNA Nano 6000 Assay Kit on the Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA). Sequencing libraries were generated using the NEBNext^®^ UltraTM RNA Library Prep Kit for Illumina^®^ (NEB, Ipswich, MA, USA), following the manufacturer’s technical guide. The library preparations were then sequenced on an Illumina Hiseq platform, using the 2 × 150 bp paired-end configuration according to the manufacturer’s protocol. For each cDNA library, 6 G base paired-end raw reads were generated. Raw reads in fastq format were first processed by Cutadapt (v1.15) to remove adapters, reads containing poly-N, and low-quality reads. The resulting clean reads were used for all downstream analyses.

### 2.4. Differential Expression and Gene Set Enrichment Analysis

Clean reads were mapped to the zebrafish reference genome (DanRer11) using STAR (v2.6.1a), according to the user manual with the following parameters: “-runMode alignReads -outSAMtype BAM SortedByCoordinate -limitBAMsortRAM 10000000000 -readFilesCommand zcat -outFileNamePrefix -genomeDir -genomeLoad -readFilesIn”. featureCounts (v1.6.0) was adopted to count the mapped reads. Stringtie (v1.3.3b) was executed to calculate the Fragments Per Kilobase of transcript per Million mapped reads (FPKM) values of genes. Differential expression analysis was performed by DESeq2R package (v1.22.1). DEGs between WT and *ddx4-L* mutant ovaries were identified by using the threshold fold change ≥ 1 and adjusted *p*-values < 0.05. Gene Ontology (GO) enrichment analysis of DEGs was implemented using the RDAVIDWebService R package (v1.28.0). GO terms with corrected *p*-value less than 0.05 were considered significantly enriched among the DEGs. Gene set enrichment analysis (GSEA) was conducted with the clusterProfiler package (https://bioconductor.org/packages/release/bioc/html/clusterProfiler.html, accessed on 26 September 2024), with significance set at false discovery rate (FDR) ≤ 0.25 and *p* ≤ 0.05.

### 2.5. Western Blot

Zebrafish ovaries were homogenized and lysed in the RIPA Lysis Buffer (Beyotime, Cat: P0013B, Shanghai, China) containing protease inhibitors. Western blot was performed as previously described [22]. Briefly, protein lysates of ovaries were mixed with 6× loading buffer, boiled at 95–100 °C for 5 min, and stored at −20 °C prior to use. Protein samples were electrophoresed on 10% SDS-PAGE gels and transferred to PVDF membranes. The membranes were blocked in 5% skim milk dissolved in TBST buffer (20 mM Tris–HCl, 150 mM NaCl, 0.05% Tween 20, pH 7.6) for 1 h. The primary antibody solution was added and incubated overnight at 4 °C. The antibodies against zebrafish Sycp1 (customized by Frdbio, Wuhan, China) and β-tubulin (Proteintech, Cat: 66240-1-Ig, Wuhan, China) were used in this study. The membranes were washed three times in TBST for 5 min each and incubated in HRP-conjugated secondary antibodies (Cat: 111-035-003 and 115-035-003; Jackson ImmunoResearch Laboratories, West Grove, PA, USA) for 2 h. After three washes (5 min each) in TBST, the signals were detected using the Immobilon Western Chemiluminescent HRP Substrate (Merck-Millipore, Temecula, CA, USA) on the Image Quant LAS 4000 mini system (GE Health-care, Chicago, IL, USA).

### 2.6. Expression Analysis for TEs

The TE annotation files containing TE loci classifications in zebrafish genome [23] were utilized in this study. To quantify the TE expression, star2.7.10b aligner was used to map the clean reads to the GRCz11 genome with the following parameters: -runMode alignReads -outSAMtype BAM SortedByCoordinate -alignEndsType EndToEnd -outFilterMultimapNmax 10 -readFilesCommand zcat -outFileNamePrefix -genomeDir -readFilesIn -quantMode TranscriptomeSAM GeneCounts. Then, the Transcript V2.2.3 was used to count reads mapped on TEs, and DESeq2 v1.34.0 was used to perform differential expression analyses in R environment.

### 2.7. Alternative Splicing Analysis

Alternative splicing patterns were identified and calculated by rMATs python package (v4.0.2) with the following parameters: --b1, --b2, --gtf, -t, --readLength, --variable-read-length, --od, --nthread, and --tmp. The threshold of inclusion level change > 0.1 and adjusted *p*-values < 0.05. was used to identify significant differential alternative splicing events. Log-odds scores for splice sites were calculated using the maximum entropy (MaxEnt) method from the website tool (http://hollywood.mit.edu/burgelab/software.html, accessed on 26 September 2024). The start and end positions of the alternative fragments were determined using the exon component of splicing events that allows for the delineation of splice site regions across different splice types. Sequences corresponding to the splice site regions were extracted from the genome assembly (GRCz11) and subsequently employed to compute MaxEnt scores for both the 3′ splice site and 5′ splice site. The GC content and the lengths of the alternative fragments were calculated based on their designated start and end positions, using the bedtools software version 2.29.2.

### 2.8. Alternative Polyadenylation Events Analysis

BedGraph coverage files were analyzed by using Dynamic Analysis of Alternative Polyadenylation from RNA-Seq (DaPars) to perform *de novo* identification of differential 3′UTR usage between WT and *ddx4-L* mutant ovaries. The Percentage of Distal Usage Index (PDUI) score, output from DaPars, represents the percentage of distal PAS usage in the ovary samples. A higher PDUI score indicates more distal PAS site used. The PDUI scores for each gene were averaged across *ddx4-L* mutant and WT samples. The ΔPDUI was represented by 3′UTR differences. The significance of the ΔPDUI difference was assessed by the algorithm using Fisher’s exact test. Benjamini–Hochberg (BH) was used to control the false discovery rate, and 0.05 was used as a threshold to select significant hits.

### 2.9. A-to-I RNA Editing Analysis

Raw RNA-seq data were processed using an in-house developed pipeline based on the SPRINT toolkit [24]. All potential RNA editing sites were identified using the “sprint main” option within SPRINT with default parameters.

### 2.10. Statistical Analysis and Data Visualization

Statistical analyses and data visualization were performed using the R software (version 4.0.2), Python (version 3.9), and Graphpad Prism (version 9.0.0). Data are presented as mean ± SD unless otherwise noted.

## 3. Results

### 3.1. Knockout of ddx4-L Causes Immature Egg Accumulation in the Ovary and Reduced Fertilization Rate of Spawning Eggs in Zebrafish

In this study, we investigated the ovarian phenotype of the *ddx4-L* mutant zebrafish abnormal oocyte differentiation by quantitative analysis of gonadal morphology, gonadosomatic index (GSI), number of spawning eggs, and fertilization rate. The schematic showed the alternative splicing patterns of *ddx4* in WT and *ddx4-L* mutant zebrafish ovaries (Figure 1A). We found that the *ddx4-L* mutant females exhibited an abnormally enlarged abdomen at 9 months post-fertilization (mpf) (Figure 1B). A significant accumulation of immature eggs, which appear to be more yellow or yellowish than mature eggs, was observed in *ddx4-L* mutant ovaries (Figure 1C). The number of early-stage oocytes was markedly reduced on the ovarian sections of *ddx4-L* mutants (Figure 1D). Body weight and weight of isolated gonad for each zebrafish individual were measured using an analytical balance. GSI was calculated by dividing gonad weight by body weight and multiplying by 100.The gonad weight and GSI were both significantly increased in *ddx4-L* mutants (Figure 1E,F and Table S2). However, the egg quality of *ddx4-L* mutants, reflected by the fertilization rate, was significantly declined (Figure 1G,H). Moreover, the number of eggs laid by *ddx4-L* mutants was also significantly lower than that of WT controls (Figure 1I and Table S2). These results suggest that the oocyte–egg transition during oogenesis may be impaired by *ddx4-L* deletion, which leads to reduced fecundity of the mutants.

### 3.2. RNA Sequencing of WT and ddx4-L Knockout Zebrafish Ovaries

To explore the mechanisms underlying the defective oogenesis of *ddx4-L* mutants, we conducted RNA-seq analysis on ovaries of WT and *ddx4-L* mutants at 6 mpf. 

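Ovaries of 3 WT and 3 ddx4-L mutant females at 6 mpf were compared, with 1 library per replicate. The mutant carries a short deletion in the alternative exon that belongs to the ovary-biased transcript, while the counts cover the whole gene and do not tell its transcripts apart. The ddx4 gene (ENSDARG00000014373) had 16042, 18234 and 17771 counts in WT replicates 1, 2 and 3 and 19284, 18951 and 19856 counts in mutant replicates 1, 2 and 3. Its log2 fold change was 0.13 (standard error 0.087, adjusted p = 0.47 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so the level of ddx4 gives no check of the genotype of a library. The authors trimmed the reads with Cutadapt, mapped them to GRCz11 with STAR and counted them per gene with featureCounts. The deposited table holds whole numbers for 32519 Ensembl genes without scaling between libraries, and they were used here as estimated counts, because they sum to more than the reads that were sequenced. The table sums to 76970351, 77653950 and 86263179 for WT replicates 1, 2 and 3 and to 77225773, 76520483 and 78770562 for mutant replicates 1, 2 and 3. A gene counted 0 times in a library could still have a level of up to 0.142 to 0.161 CPM (counts scaled to a common library size), the level of 12 counts, since 1 sequenced fragment appears to be worth about 4 units of the table. Genes were kept by edgeR's filterByExpr function, normalized by TMM and tested for a difference between the genotypes, and 19353 genes were tested. A differentially expressed gene (DEG) was a gene with an adjusted p under 0.05 and an absolute log2 fold change of at least 1. CPM values are given as the mean ± SD of 3 libraries. The alternatives tried were other scalings, other filters on low counts, DESeq2, the replicate number as a block and leaving out each library in turn.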

A workflow including sample collection, RNA sequencing, and bioinformatics analysis was established (Figure 2A). 

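The values that the authors deposited per gene summed to 3.79, 3.50 and 3.90 times the clean reads that Table S3 lists for WT replicates 1, 2 and 3, and to 3.50, 3.51 and 3.22 times those of mutant replicates 1, 2 and 3. The most frequent value above 0 was 4 in each of the 6 libraries. In WT replicate 1, 458 genes had the value 4, against 242 genes with the value 1, 266 with the value 2, 323 with the value 3 and 297 with the value 5. The number of genes with a value above 0 was 21719 ± 444 (SD, n = 3) in WT and 21727.7 ± 449 (SD, n = 3) in mutant ovaries, a difference below the spread between replicates (exact permutation test, two-sided, p = 1).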

After filtering low-quality sequences and trimming, 20296976, 22187160, and 22091764 clean reads of WT samples; and 22089621, 21778397, 24434728 clean reads of *ddx4-L* mutant samples were obtained, respectively (Table S3). The clean reads were aligned to the zebrafish reference genome (GRCz11), and all samples yielded a mapping rate of about 80% (Figure 2B and Table S3). 

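The correlation between libraries was computed across the 19353 tested genes on log2(CPM + 1), and genes are not independent replicates. Pearson's r lay between 0.980 and 0.984 for the 6 pairs of libraries of the same genotype and between 0.964 and 0.969 for the 9 pairs of different genotypes. The mean within genotypes exceeded the mean between genotypes by 0.0171, and each of the 6 libraries had its highest r with a library of its own genotype. Of the 10 ways to split the 6 libraries into groups of 3, the split by genotype gave the largest difference, and the next largest was 0.000401 (exact permutation test, one-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). Of the alternatives, a pseudocount of 0.1 moved this difference most, to 0.0260, and leaving out the DEGs lowered it to 0.0092. In the PCA of log2 CPM (prior count 2, centred and not scaled), PC1 held 44.0% of the variance and PC2 17.3%. The PC1 scores were -74.7 ± 9.46 (SD, n = 3) in WT and 74.7 ± 6.23 (SD, n = 3) in mutant libraries, and no WT score reached a mutant score. Without the DEGs, PC1 held 35.9% of the variance and still separated the genotypes.

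**Figure D1:**
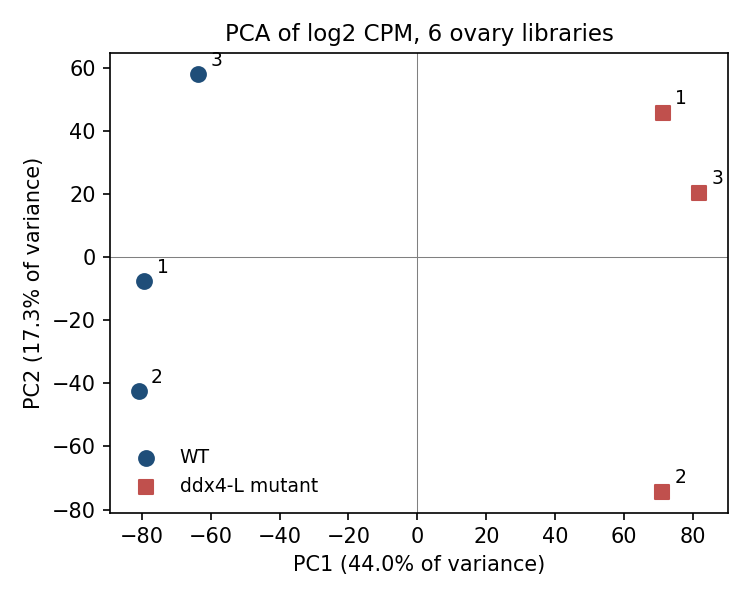
PC1 and PC2 scores of the 6 ovary libraries from the PCA of log2 CPM, with the replicate number beside each point and the share of variance on each axis. The 3 WT libraries sit at -80.9 to -63.8 on PC1 and the 3 mutant libraries at 70.9 to 81.9.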

Principal Component Analysis (PCA) and clustering heatmap showed that WT and *ddx4-L* mutant groups had relatively small intragroup differences and relatively large intergroup differences (Figure 2C,D). These results suggest that our RNA-seq data are of high quality, and the two groups show a significant difference in global gene expression.

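Of the 19353 tested genes, 3859 had an unadjusted p under 0.05 between WT and mutant ovaries in edgeR's quasi-likelihood test. In 5491 genes, or 28.4% of those tested, no CPM value of a WT library overlapped with one of a mutant library, against 10% by chance with 3 libraries in each group. The median log2 fold change over the tested genes was 0.014. The 10 most abundant genes together held 6.61% ± 0.21 (SD, n = 3) of the counts in WT and 6.00% ± 0.28 (SD, n = 3) in mutant libraries, without overlap between the genotypes (exact permutation test, two-sided, p = 0.1).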

### 3.3. Functional Enrichment Analysis of DEGs Between WT and ddx4-L Mutant Ovaries

A total of 1134 DEGs, including 524 upregulated and 610 downregulated genes, were identified (Figure 3A and Table S4). 

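With edgeR's quasi-likelihood test, 601 genes were DEGs, of which 259 were upregulated and 342 were downregulated in ddx4-L mutant ovaries. Without a limit on the fold change, 884 genes had an adjusted p under 0.05 with Benjamini-Hochberg adjustment. In each of the 601 DEGs the CPM values of the genotypes did not overlap. The alternative that moved the number most upwards was DESeq2, which gave 1404 DEGs, 645 upregulated and 759 downregulated, and these included all 601. DESeq2 is also the test that the paper used. With total-count scaling, which raised the median log2 fold change of all genes tested from 0.014 to 0.096, the balance turned, with 305 upregulated and 298 downregulated DEGs, and without WT replicate 2 it was 238 and 235. Leaving out 1 library in turn gave between 314 DEGs, without mutant replicate 1, and 473 DEGs, without WT replicate 2, and 209 of the 601 were DEGs in each of these 6 fits. Each of the 9 other splits of the 6 libraries into groups of 3 gave 0 DEGs. These splits mix the genotypes, which raises the variation within their groups, so they give no rate of false calls. On counts simulated for 19353 genes with the same library sizes, the test recovered 57 of 100 genes changed by a log2 fold change of 2 and 25 of 100 genes changed by 1, with 5 false calls.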

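Among the DEGs with a mean log2 CPM of at least 1, the largest falls in ddx4-L mutant ovaries were those of si:dkey-9c18.3 (ENSDARG00000096579), ppp1r14d (ENSDARG00000110496), tafa3b (ENSDARG00000020292), dok1a (ENSDARG00000078108) and ENSDARG00000105499, which Figure 3A also names. The last of these fell from 1656 ± 123 CPM (SD, n = 3) in WT to 5.69 ± 1.77 CPM (SD, n = 3) in mutant ovaries, a log2 fold change of -8.18 (standard error 0.28, adjusted p = 4.7e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The genes si:dkey-9c18.3 and ppp1r14d had 0 counts in each mutant library and 5.77 ± 3.76 and 4.42 ± 1.51 CPM (SD, n = 3) in WT, at least 36.76-fold and 28.1-fold lower in the mutant, with 12 counts taken as the lowest level that can be told from 0. These bounds hold for the WT means, and si:dkey-9c18.3 ran from 2.47 CPM in WT replicate 1 to 9.86 CPM in WT replicate 3. In the mutant, tafa3b and dok1a had 0.046 ± 0.080 and 0.016 ± 0.028 CPM, against 24.1 ± 7.71 and 6.15 ± 1.36 CPM in WT (SD, n = 3). The largest rises were those of si:dkey-285b23.3 (ENSDARG00000099796), HMGCLL1 (ENSDARG00000088740), si:dkey-4i23.7 (ENSDARG00000094295), ENSDARG00000105614 and ANKRD33B (ENSDARG00000015589). The CPM of si:dkey-285b23.3 was 13.4 ± 1.73 (SD, n = 3) in the mutant with 0 counts in each WT library, at least 83.2-fold higher against the same limit. Each of these 10 genes had an adjusted p between 4.7e-05 and 0.0091, and was called in each of the 6 fits that left out 1 library. Among the genes named in Figure 3A, gbgt1l4 (ENSDARG00000068503) rose from 6.94 ± 1.98 to 184.1 ± 17.4 CPM (SD, n = 3), and si:dkey-46g23.2 (ENSDARG00000115817) and ENSDARG00000074764 had log2 fold changes of -1.26 and -1.74 (standard errors 0.14 and 0.10, adjusted p = 0.0063 and 0.00031 from the same test). The gene psip1b (ENSDARG00000077405) had a log2 fold change of 0.30 (standard error 0.12, adjusted p = 0.22 from the same test). No library had a count of hmcn2 (ENSDARG00000086060).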

The expression pattern of DEGs between WT and *ddx4-L* mutant ovaries are shown in the heatmap (Figure 3B). Go enrichment analysis showed that the GO terms related to the fertilization process, including negative regulation of fertilization, prevention of polyspermy, binding of sperm to zona pellucida, and sperm–egg recognition, were significantly enriched in downregulated DEGs (Figure 3C and Table S5). 

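Zona pellucida (zp) genes encode proteins of the egg coat, and 18 genes with such a symbol were tested. None had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested, 4 had an unadjusted p under 0.05, and 2 were called when the p was adjusted over the list alone. Their log2 fold changes ran from -2.09 to 0.64 with a median of -0.12, and 11 were lower and 7 higher in ddx4-L mutant ovaries. As a set they were not shifted against the other genes (limma's camera test, two-sided, adjusted p = 0.32 over the 9 gene sets tested). Without mutant replicate 3 the camera test gave an adjusted p of 0.026 for a lower level, and without mutant replicate 1 it gave an adjusted p of 0.98 with the opposite direction. In its sheet for all DEGs, Table S5 lists zp2.1, zp2.2, zp2.6 and zp3.2 under the fertilization terms, whose adjusted p in that sheet is above 0.05. Its sheet for the downregulated DEGs had no rows in the copy at hand, so the enrichment in these DEGs could not be checked. In WT and mutant ovaries, zp2.2 (ENSDARG00000105346) had 6412 ± 569 and 4013 ± 634 CPM (SD, n = 3), a log2 fold change of -0.68 (standard error 0.16, adjusted p = 0.059 from edgeR's test). For zp3.2 (ENSDARG00000115457) the CPM was 3446 ± 431 and 2365 ± 426 (SD, n = 3), with a log2 fold change of -0.54 (standard error 0.17, adjusted p = 0.13 from the same test). DESeq2 called 3 zp genes, zp3 as higher and zp2.2 and zp3.2 as lower. With it the adjusted p was 0.00023 for zp2.2 and 0.012 for zp3.2, and over the scalings, filters and DESeq2 it ran from 0.00023 to 0.069 and from 0.012 to 0.14. The CPM of zp2.1 was 7494 ± 503 in WT and 7495 ± 1041 in the mutant, and that of zp2.6 was 5167 ± 297 and 5608 ± 789 (SD, n = 3), so both stayed within the spread between replicates.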

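The members of the reproduction gene set used for GSEA were not analysed here, and the genes that Figures 3E and 3F name were taken in their place. The study chose these genes on the same libraries. Of those that could be matched to 1 gene and tested, 43 had the direction that the figures give them in ddx4-L mutant ovaries, and with total-count scaling 42 did. The median log2 fold change was 1.36 for the genes of Figure 3E and -1.11 for those of Figure 3F.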

GSEA analysis revealed a global decrease in the expression of genes involved in the reproduction biological process in the *ddx4-L* mutant ovaries (Figure 3D and Table S5). 

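Of the 36 names in Figure 3E, 19 were matched to 1 tested gene, and 18 of these were higher in ddx4-L mutant ovaries. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested, 6 of them had an adjusted p under 0.05, and with DESeq2 14 did. The 41 names in Figure 3F gave 29 tested genes, 25 of them lower in the mutant, with 6 called by edgeR and 15 by DESeq2. The log2 fold changes ran from -0.36 to 2.74 in the first group and from -5.09 to 0.50 in the second. No gene that went against its figure did so by a log2 fold change of 1 or more. Names that several genes share, or that fit a symbol only without a final a or b, were left out, 9 in Figure 3E and 5 in Figure 3F, and 8 and 7 names were not found.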

Expression patterns of the upregulated and downregulated reproduction biological process-related genes are shown in the heatmap based on the RNA-seq data (Figure 3E,F). 

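The gene sycp1 (ENSDARG00000003904) encodes a protein of the synaptonemal complex, which holds paired chromosomes together in meiosis. It had 1719, 1339 and 1737 counts in WT replicates 1, 2 and 3 and 61, 68 and 63 counts in ddx4-L mutant replicates 1, 2 and 3. Its level was 20.5 ± 2.68 CPM (SD, n = 3) in WT and 0.805 ± 0.079 CPM (SD, n = 3) in mutant ovaries. The log2 fold change was -4.67 (standard error 0.22, adjusted p = 0.00015 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn it stayed between -4.76 and -4.57, with an adjusted p between 0.00079 and 0.0023. Total-count scaling moved it most among the scalings, to -4.59.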

We found that *sycp1*, a meiosis-related gene [25], was significantly downregulated in *ddx4-L* mutant ovaries (Figure 3F). Other genes involved in reproduction biological processes, such as *tdrd1*, *cxcr4a*, *cyp19*, *wee2*, and *sox9b*, were also found to be downregulated in *ddx4-L* mutant ovaries (Figure 3F). 

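The level of tdrd1 (ENSDARG00000007465) was 204.1 ± 19.8 CPM (SD, n = 3) in WT and 190.3 ± 13.55 CPM (SD, n = 3) in ddx4-L mutant ovaries, and that of wee2 (ENSDARG00000012718) was 380.9 ± 17.6 and 366.3 ± 31.8 CPM (SD, n = 3). Both differences lay within the spread between replicates, with log2 fold changes of -0.10 and -0.056 (standard errors 0.10 and 0.096, adjusted p = 0.64 and 0.80 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With total-count scaling, which raised the median of all genes tested from 0.014 to 0.096, the log2 fold change of wee2 was 0.022. For cyp19, listed as CYP19A1 (ENSDARG00000041348), the CPM was 3.25 ± 2.93 in WT and 1.77 ± 0.62 in the mutant (SD, n = 3), with a log2 fold change of -0.87 (standard error 0.68, adjusted p = 0.53 from the same test), which became 0.15 without WT replicate 3. The symbols CXCR4 and SOX9 each belong to a pair of genes in the table, and which of each pair is cxcr4a or sox9b was not settled. CXCR4 (ENSDARG00000057633) fell from 3.13 ± 1.38 to 0.861 ± 0.562 CPM and CXCR4 (ENSDARG00000041959) went from 2.15 ± 1.77 to 3.21 ± 2.31 CPM (SD, n = 3). Their log2 fold changes were -1.86 and 0.58 (adjusted p = 0.13 and 0.73 from the same test), and the second was -0.074 without mutant replicate 1. SOX9 (ENSDARG00000043923) fell from 47.4 ± 19.1 to 15.7 ± 5.42 CPM (SD, n = 3) without overlap, a log2 fold change of -1.60 (standard error 0.37, adjusted p = 0.057 from the same test). SOX9 (ENSDARG00000003293) lay at 0.188 ± 0.036 and 0.150 ± 0.058 CPM (SD, n = 3), a log2 fold change of -0.33 (adjusted p = 0.85 from the same test). With DESeq2, CXCR4 (ENSDARG00000057633) and SOX9 (ENSDARG00000043923) had adjusted p of 0.017 and 4.2e-05, and over the scalings, filters and DESeq2 these ran from 0.017 to 0.15 and from 4.2e-05 to 0.063. Without WT replicate 3, edgeR's test gave an adjusted p of 0.032 for SOX9 (ENSDARG00000043923).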

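Taken as the change of the mean CPM from WT to ddx4-L mutant ovaries, sycp1 fell by 96.1% ± 0.64, tdrd1 by 6.75% ± 11.2 and wee2 by 3.82% ± 9.47, where the error is carried over from the SDs of the 3 libraries of each genotype. The cyp19 level fell by 45.4% ± 52.8. Of the genes with a shared symbol, CXCR4 (ENSDARG00000057633) fell by 72.5% ± 21.7 and SOX9 (ENSDARG00000043923) fell by 66.9% ± 17.6. CXCR4 (ENSDARG00000041959) changed by 49.5% ± 163.7 and SOX9 (ENSDARG00000003293) fell by 20.5% ± 34.4.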

The downregulated values of *sycp1*, *tdrd1*, *cxcr4a*, *cyp19*, *wee2*, and *sox9b* in *ddx4-L* mutant ovaries are 99%, 56%, 62%, 92%, 68%, and 67%, respectively. Sycp1 is a component of synaptonemal complex [25]. Wee2 is a kinase involved in the inhibition of oocyte meiosis [26]. Tdrd1 is a phase-separation protein involved in germ granule assembly and piRNA biogenesis [27]. Cxcr4a is a chemokine receptor playing an essential role in PGC migration [28]. Cyp19 is a rate-limiting enzyme for estrogen biosynthesis [29]. Sox9b is a transcription factor belonging to the Sry-related HMG box family and plays an important role in germ cell maintenance and ovary–testis transformation [30].

### 3.4. Deletion of ddx4-L Significantly Decreases the Expression of sycp1 During Oogenesis

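The genes sycp1, sycp2 and sycp3 encode proteins of the synaptonemal complex, and smc1b and stag3 encode cohesin subunits used in meiosis. The level of sycp2 (ENSDARG00000088950) was 1.40 ± 0.51 CPM (SD, n = 3) in WT and 0.899 ± 0.412 CPM (SD, n = 3) in ddx4-L mutant ovaries, with overlap between the genotypes and a log2 fold change of -0.64 (standard error 0.49, adjusted p = 0.53 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For smc1b (ENSDARG00000014402) the CPM was 1.23 ± 0.19 and 0.511 ± 0.151 (SD, n = 3) without overlap, with a log2 fold change of -1.26 (standard error 0.44, adjusted p = 0.17 from the same test). Between 27 and 148 counts per library lay behind these values of sycp2 and smc1b.

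**Figure D2:**
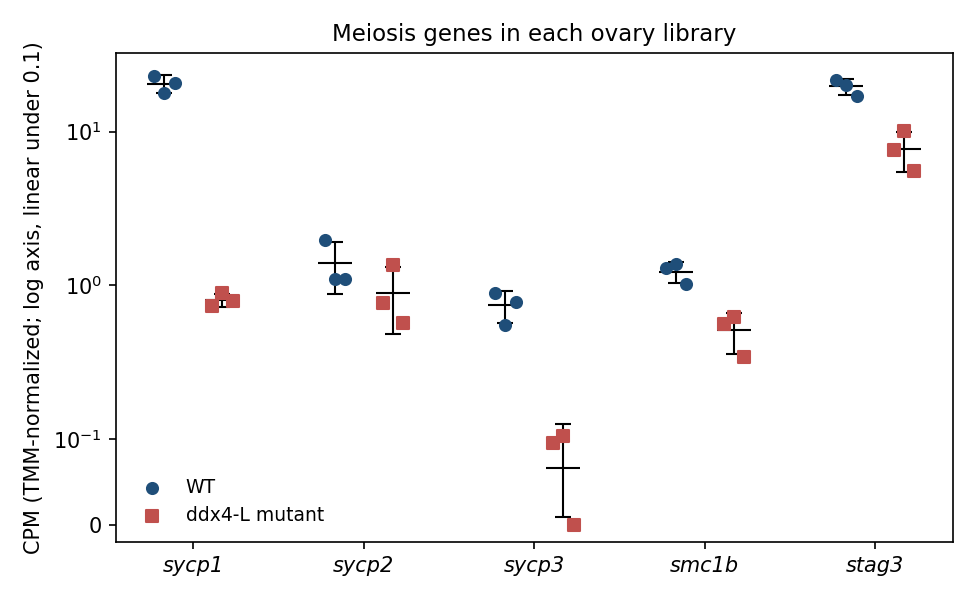
CPM of 5 meiosis genes in each of the 6 ovary libraries, on a log axis that is linear under 0.1 CPM, with circles for WT and squares for ddx4-L mutant libraries, and the mean and SD of 3 libraries in black. The sycp1 values lie between 17.7 and 23.1 CPM in WT and between 0.732 and 0.889 CPM in the mutant.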

To further investigate the expression changes in meiosis-related genes in the *ddx4-L* mutant ovaries, we analyzed the mRNA levels of *sycp1*, *sycp2*, *sycp3*, *smc1b*, and *stag3* based on the RNA-seq data (Figure 4A) and qPCR data (Figure 4B). 

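In the libraries, sycp3 (ENSDARG00000013438) had 67, 42 and 66 counts in WT replicates 1, 2 and 3 and 8, 8 and 0 counts in ddx4-L mutant replicates 1, 2 and 3. Its log2 fold change was -3.45 (standard error 1.03, adjusted p = 0.12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and with DESeq2 its adjusted p was 0.013 (0.013 to 0.14 over the scalings, filters and DESeq2). The mutant counts lie under 12, the lowest level that can be told from 0, so the size of this fall is uncertain. The level of stag3 (ENSDARG00000104388) was 19.6 ± 2.36 CPM (SD, n = 3) in WT and 7.71 ± 2.23 CPM (SD, n = 3) in mutant ovaries, a log2 fold change of -1.35 (standard error 0.24, adjusted p = 0.028 from edgeR's test). With 1 library left out, stag3 was called in 1 of the 6 fits, the one without mutant replicate 2, and its adjusted p ran from 0.033 to 0.098.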

The downregulation of *sycp1*, *sycp3*, and *stag3* revealed by RNA-seq analysis was validated by qPCR results. Moreover, we generated an anti-zebrafish Sycp1 antibody according to a previous study [31] to detect the protein levels of Sycp1. We found that the Sycp1 protein was also significantly decreased in the *ddx4-L* mutant ovaries (Figure 4C,D). 

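A list of 51 genes with a role in meiosis was written before the data were examined, and 33 of its genes were tested. Of these, 17 were higher and 16 lower in ddx4-L mutant ovaries, with a median log2 fold change of 0.10. Only sycp1 and stag3 had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested, 11 genes had an unadjusted p under 0.05, and 4 were called when the p was adjusted over the list alone. DESeq2 called 3 as lower, sycp1, sycp3 and stag3, and 3 as higher, spo11, syce2 and rnf212. The set as a whole was not shifted against the other genes (limma's camera test, two-sided, adjusted p = 0.88 over the 9 gene sets tested). Limma's fry test takes the correlation between genes from the data. It asks whether the set's own genes changed, not whether they shifted against other genes. For the meiosis list the fry test gave an adjusted p of 0.079 for a lower level. The shift had the opposite direction without mutant replicate 1 (limma's camera test, adjusted p = 0.98) and without the DEGs of the list (adjusted p = 0.68). With total-count scaling, which raised the median of all genes tested from 0.014 to 0.096, the median of the list was 0.18. The largest rise in the list was that of spo11 (ENSDARG00000013837), from 4.83 ± 2.55 to 13.3 ± 1.103 CPM (SD, n = 3), a log2 fold change of 1.47 (standard error 0.36, adjusted p = 0.069 from edgeR's test). The paper rests its belief in a role of ddx4-L in oocyte meiosis on the function of Sycp1 and the immature eggs that accumulate.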

In considering the pivotal function of Sycp1 in meiosis and the abnormal accumulation of immature eggs in the mutant ovaries, we believe that *ddx4-L* plays an important role in oocyte meiosis by regulating the expression of meiosis-related genes.

### 3.5. Ablation of ddx4-L Causes Derepress of DNA Transposons in ddx4-L Mutant Ovaries

Ddx4 protein has been reported to play a key role in piRNA biogenesis and piRNA-mediated transposable element silencing in *D. melanogaster* and *M. musculus* [8,14]. Whether the ovary-biased *ddx4-L* plays a role in TE silencing in zebrafish ovaries remains unclear. Using the RNA-seq data of WT and *ddx4-L* mutant ovaries, we identified the TEs in zebrafish ovaries and quantified their expression levels. We found that 1.83% of the reads in WT ovaries and 1.95% of the reads in *ddx4-L* mutant ovaries belonged to TEs (Figure 5A and Table S6). The activity level of TEs increased by 6.5% in *ddx4-L* mutant ovaries. Furthermore, we classified TEs into five subcategories, DNA transposons (DNA-Ts), LTR retrotransposons (LTRs), LINEs (Long Interspersed Nuclear Elements), RC (Rolling Circle) transposons, and SINEs (Short Interspersed Nuclear Elements), and analyzed their expression levels, respectively. Interestingly, only the DNA transposons were significantly activated in *ddx4-L* mutant ovaries (Figure 5B and Table S6). A more detailed analysis showed that the major subclasses of DNA-T, such as CMC-EnSpm (CACTA transposons), hAT-AC (hobo-Activator-Tam3), DNA, and Kolobok (Kolobok Superfamily Transposons), were highly expressed in *ddx4-L* mutant ovaries compared to WT ovaries (Figure 5C and Table S6). These results suggest that *ddx4-L* plays a specific role in the suppression of DNA transposons in zebrafish ovaries.

### 3.6. Identification of Differential Alternative Splicing Events (DASEs) Between WT and ddx4-L Knockout Zebrafish Ovaries

Alternative splicing of pre-mRNAs has been reported to play important roles in sex determination and gonad development [32,33]. Considering that Ddx4 is an RNA-binding protein, we wondered whether deletion of *ddx4-L* affects the alternative splicing of genes in ovaries. Five major types of alternative splicing events (Figure 6A), including skipped exons (SEs), alternative 5′ splice sites (A5′SSs), alternative 3′ splice sites (A3′SSs), mutually exclusive exons (MXEs), and retained introns (RIs), were identified by rMATs based on the RNA-seq data. A total of 361 differential alternative splicing events (DASEs) (inclusion level change ≥ 0.1 and adjusted *p*-value ≤ 0.05) were identified between the WT and *ddx4-L* mutant ovaries (Figure 6B and Table S7). SE and A3′SS were the two most abundant types of DASEs, accounting for 57.3% (207/361) and 18.8% (68/361). To validate the DASEs identified by RNA-seq analysis, we performed RT-PCR assays to detect the alternative splicing events in *aak1a*, *ndufv3*, and *sh3d21* genes in WT and *ddx4-L* mutant ovaries at 6 mpf. The RT-PCR results were highly consistent with the RNA-seq results (Figure 6C,D). Since the number of SE events was much higher than the other types, we focused on analyzing the sequence characteristics of SE events, including exon length, GC content, 5′ splice site strength, and 3′ splice site strength of the affected exons (Figure 6E). The results showed that the shorter exon length, the lower GC content, and the higher 3′ splice site strength were associated with the differential alternative splicing–skipping exon (DAS-SE) events (Figure 6E).

### 3.7. Identification of the APA Events Between WT and ddx4-L Knockout Zebrafish Ovaries

Alternative polyadenylation can mediate the dynamic use of the 3′ untranslated region (3′UTR) to regulate mRNA abundance, stability, localization, and translation at post-transcriptional level [34,35]. Based on the RNA-seq data of WT and *ddx4-L* mutant ovaries, we analyzed the APA events in adult zebrafish ovaries by using the DaPars algorithm. In total, 269 genes with 3′ UTR lengthening events (ΔPDUI ≥ 0.1, adjusted *p*-value < 0.05) and 278 genes with 3′ UTR shortening events (ΔPDUI ≤ −0.1, adjusted *p*-value < 0.05) were identified between WT and *ddx4-L* mutant ovaries (Figure 7A,B and Table S8). The differential APA events were shown in the heatmap (Figure 7C). We also analyzed the expression patterns of APA regulatory factors in WT and *ddx4-L* mutant ovaries (Figure 7E). No significant difference was observed. Furthermore, to determine whether APA events affect the mRNA levels of the corresponding genes, we performed an integrated analysis of APA events and DEGs by plotting the ΔPDUI values and the log2FC values together (Figure 7E). 

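The 19 names of APA regulatory factors in the figure gave 19 tested genes. None had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, over all genes tested or adjusted over the list alone, and 2 had an unadjusted p under 0.05. Their log2 fold changes ran from -0.37 for cpsf1 (ENSDARG00000034178) to 0.13 for cpsf2 (ENSDARG00000028971), and 14 were lower and 5 higher in ddx4-L mutant ovaries. The lowest adjusted p was 0.11, that of a gene listed as SCAF4 (ENSDARG00000077093), which went from 78.7 ± 3.85 CPM (SD, n = 3) in WT to 62.4 ± 5.63 CPM (SD, n = 3) in the mutant, a log2 fold change of -0.34 (standard error 0.097). The level of cpsf1 was 101.6 ± 10.8 and 78.4 ± 9.1 CPM (SD, n = 3). No other scaling, filter or test and no omission of a library called any of the 19. The table lists 2 genes as SCAF4, and which of them is scaf4a or scaf4b was not settled.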

In 3′ UTR shortened genes, 11 genes were significantly upregulated, and 17 genes were significantly downregulated. Meanwhile, in 3′ UTR lengthened genes, 17 were significantly upregulated, and 20 genes were significantly downregulated.

### 3.8. Identification of RNA Editing Events Between WT and ddx4-L Knockout Zebrafish Ovaries

RNA editing is a unique type of RNA modifications that may not only affect the cellular fate of RNAs but also change the protein sequences encoded by modified RNAs [36]. DEAD-box family RNA helicases, such as DDX6 and DHX9, have been reported to play regulatory roles in RNA editing [37,38]. Ddx4 is also an ATP-dependent RNA helicase of the DEAD-box family, and we wondered whether deletion of *ddx4-L* affects RNA editing events in zebrafish ovaries. Based on the RNA-seq data of WT and *ddx4-L* mutant ovaries, we analyzed the RNA editing events in zebrafish ovaries. A-to-I RNA editing was the most abundant, accounting for 94.75 ± 0.04% and 95.08 ± 0.05% of RNA editing events in WT and *ddx4-L* mutant ovaries, respectively (Figure 8A and Table S9). The *ddx4-L* mutant ovaries had a higher proportion of A-to-I events than that of WT ovaries (Figure 8B). The distribution of RNA editing sites on the 25 chromosomes were also analyzed in WT and *ddx4-L* mutant ovaries (Figure 8C,D). Compared to WT ovaries, more RNA editing events were found to be located at chromosome 7 in *ddx4-L* mutant ovaries. Furthermore, we found that a majority of RNA editing events were located in the 3′UTR and intronic regions of genes, and no region-specific differences were observed between WT and *ddx4-L* mutant ovaries (Figure 8E and Table S9). For those RNA editing events located in CDSs, approximately half of them resulted in amino acid changes (Figure 8F and Table S9).

## 4. Discussion

The sex-specific alternative splicing of exon 4 in zebrafish *ddx4* gene was identified to generate ovary-biased and testis-biased *ddx4* isoforms by RT-PCR previously [20] and transcriptome analysis recently [21]. The sex-specific functions of *ddx4* in zebrafish ovaries and testes remain largely unclear. In this study, we have made important progress in the ovarian phenotype of *ddx4-L* mutants and the underlying molecular mechanisms. We found that the abnormal differentiation of oocytes results in enlarged abdomen, immature oocyte accumulation, reduced egg production, and low fertilization rate in the *ddx4-L* mutant females. Furthermore, through RNA-seq analysis, we found that *ddx4-L* plays important roles in *sycp1* expression and DNA transposon repression, which may explain the ovarian defect of the *ddx4-L* mutants.

Complete deletion of *ddx4* in zebrafish results in all-male infertile offspring [6], which does not allow for investigation of the functions of *ddx4* in adult ovaries. However, due to the presence of the *ddx4-S* transcript, the *ddx4-L* deleted zebrafish reported here is fertile, although the number and quality of the laid eggs are both decreased. Our results suggest that the *ddx4-S* transcript can partially compensate for the functions of *ddx4-L* in zebrafish reproduction and also provide an opportunity to explore the sex- or transcript-specific roles of *ddx4* in the ovary. Interestingly, the arrest of meiotic progression has also been mentioned in the juvenile gonads of the *ddx4* complete knockout zebrafish and *Drosophila melanogaster* [3,6], indicating that *ddx4* may play a conserved role in the regulation of meiosis.

Meiosis is an essential step in generating sperm and eggs for sexually reproducing organisms, and meiotic defects can lead to infertility or decreased gamete quality [39,40]. Through RNA-seq analysis and qPCR and Western blot validation, this study, for the first time, revealed that *ddx4-L* regulates the expression of *sycp1* and *sycp3*, which are the major components of the synaptonemal complex and are required for the repair of double-strand breaks into crossovers during the meiotic process [41,42]. Knockout of *Sycp1* can lead to meiotic defects and, finally, male infertility in zebrafish and mice [25,43]. The dramatical downregulation of *sycp1* may be responsible for the abnormal accumulation of immature eggs in *ddx4-L* mutant ovaries, which is a sign of oogenesis arrest. At present, how *ddx4* specifically affects the mRNA levels of *sycp1* in zebrafish oocytes remains unclear. Considering that Ddx4 is an RNA-binding protein, validating the interaction between Ddx4 protein and *sycp1* mRNA and identifying the specific interacting region may further elucidate the underlying regulatory mechanism at the molecular level.

Egg quality is a complex biological characteristic that determines the reproductive capacity of females. In this study, through detailed reproductive phenotype analysis and ovarian gene expression profiling, we demonstrated that egg quality was significantly reduced in *ddx4-L* mutants compared to WT controls, as reflected by the low fertilization rate, the disrupted expression of genes related to fertilization regulation and sperm–egg recognition, and the upregulation of TEs. Derepression of TEs has been demonstrated to have a deleterious impact on egg quality by inducing genomic instability [18,44]. TEs can be categorized into two major classes according to their mobilization mechanisms: Class I retrotransposons (such as LTR, LINE, and SINE); and Class II DNA transposons and rolling-circle elements [45]. Previous studies have shown that Ddx4 plays an important role in piRNA-mediated transposon silencing during gametogenesis in mice and fruit flies [8,14]. Interestingly, we found that deletion of *ddx4-L* in zebrafish specifically resulted in the upregulation of only DNA transposon RNAs. How the ovary-biased isoform of *ddx4* exerts its inhibitory effect on DNA transposons remains unknown. The process of piRNA biogenesis may be involved. Otherwise, Ddx4 may directly bind transposon RNAs and repress their activities. Further studies are needed to elucidate the precise mechanism.

## 5. Conclusions

In this study, we examined the ovarian phenotype of the *ddx4-L* mutants and identified the underlying molecular mechanisms through transcriptome analysis. An ovarian phenotype of enlarged abdomen, immature oocyte accumulation, reduced egg production, and low fertilization rate was observed. Differentially expressed genes and TEs, as well as the events of alternative splicing, alternative polyadenylation, and RNA editing, were analyzed. Notably, we found that the significant downregulation of the meiotic gene *sycp1* and the derepression of DNA transposons may be responsible for the ovarian defect of *ddx4-L* mutants. Our study revealed novel sex-specific functions of *ddx4* in regulating oocyte meiosis and DNA transposon repression.

## Figures and Tables

**Figure 1:**
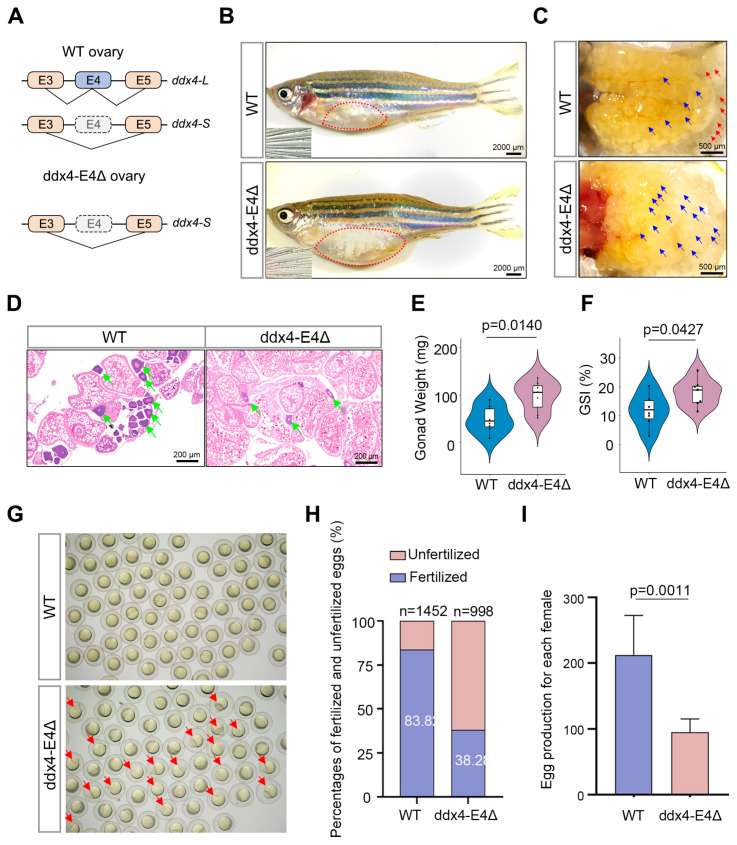
*ddx4-L* knockout causes reduced fecundity of female zebrafish. (**A**) Alternative splicing patterns of *ddx4* in WT and ddx4-E4Δ zebrafish ovaries are shown. (**B**) Abdominal morphology and secondary sexual characteristics of WT and ddx4-E4Δ zebrafish at 9 mpf. The insets show the pectoral fin of zebrafish. Red dotted frames indicate the position of ovaries. n = 7. Scale bars: 2000 μm. (**C**) Overall ovarian morphology of WT and ddx4-E4Δ zebrafish at 9 mpf. The red arrows indicate examples of mature eggs, and the blue arrows indicate examples of immature eggs. n = 7. Scale bars: 500 μm. (**D**) Hematoxylin and eosin (HE) staining of WT and ddx4-E4Δ ovarian sections at 9 mpf. The green arrows indicate early-stage oocytes, which have large, spherical nuclei stained blue or purple due to the high affinity of hematoxylin. n = 7. Scale bars: 200 μm. (**E**) Ovarian weights of WT and ddx4-E4Δ zebrafish at 9 mpf are shown. n = 7. (**F**) GSI of WT and ddx4-E4Δ females at 9 mpf are shown. n = 7. (**G**) Embryos produced by WT and ddx4-E4Δ zebrafish are shown. The arrows indicate the unfertilized embryos. (**H**) Fertilization rates of spawning eggs were quantified for WT and ddx4-E4Δ zebrafish. (**I**) The number of eggs produced by a single female during a spawning cycle was quantified. The ddx4-E4Δ females laid fewer eggs than WT controls. n = 6.

**Figure 2:**
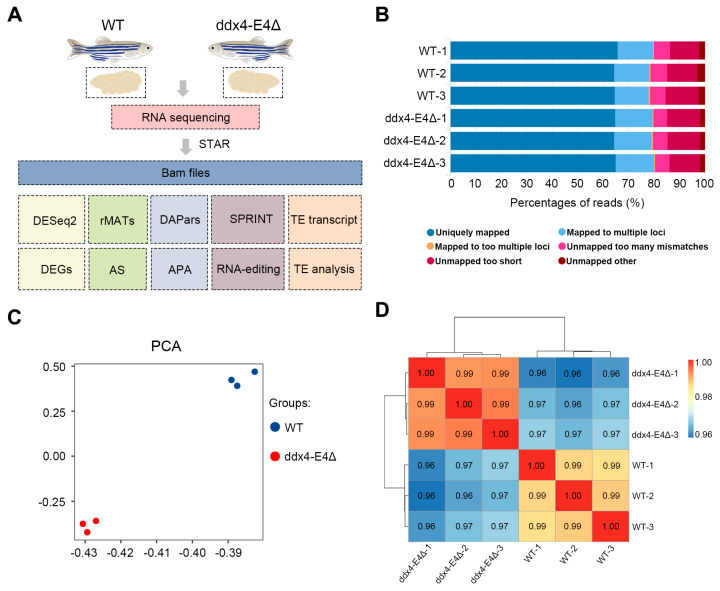
RNA sequencing of WT and ddx4-E4Δ zebrafish ovaries. (**A**) The workflow of RNA sequencing and bioinformatics analysis. Three biological replicates were employed in each experimental group. (**B**) Quality control of the RNA-seq raw data. The mapping rate of each sample is shown. (**C**) PCA analysis of WT and ddx4-E4Δ samples. (**D**) Correlation heatmap of WT and ddx4-E4Δ samples.

**Figure 3:**
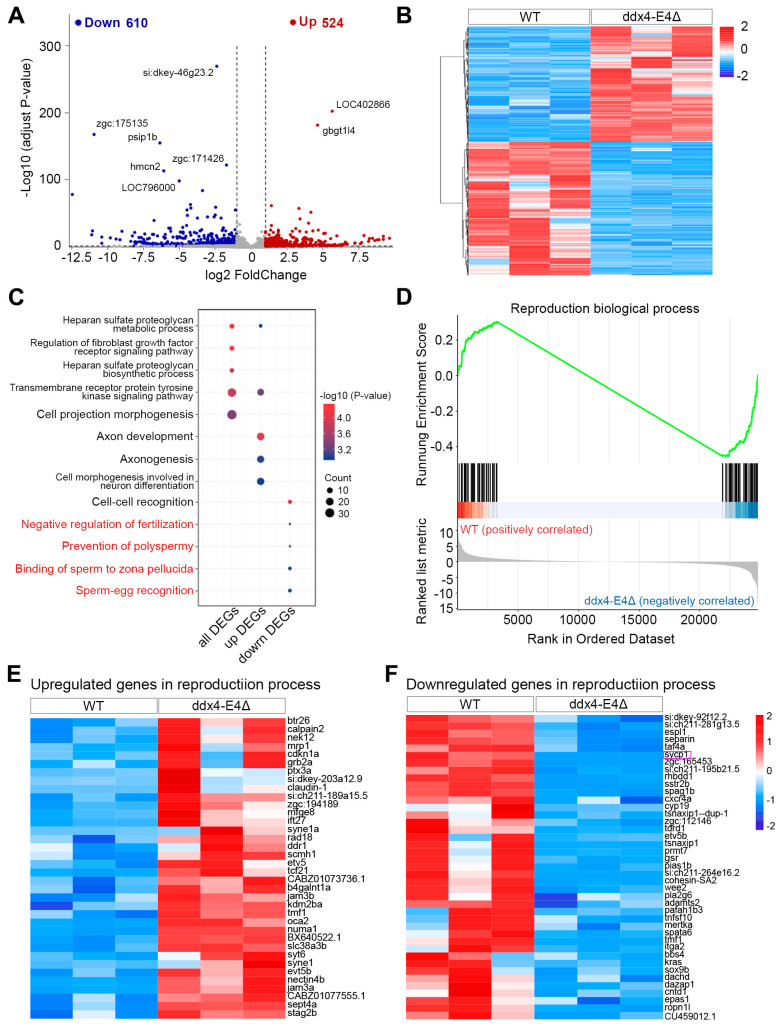
Identification and functional enrichment analysis of DEGs between WT and ddx4-E4Δ zebrafish ovaries. (**A**) The volcano plot shows the 524 upregulated and 610 downregulated genes in ddx4-E4Δ ovaries. (**B**) The heatmap shows the expression pattern of DEGs between WT and ddx4-E4Δ ovaries. (**C**) Enriched GO terms in all, upregulated, and downregulated DEGs, respectively. (**D**) GSEA analysis shows the global upregulation of genes involved in reproduction biological process. (**E**) The expression pattern of upregulated genes in the reproduction biological process term. (**F**) The expression pattern of downregulated genes in the reproduction biological process term. The purple box indicates the significantly down-regulated meiosis-related gene *sycp1*.

**Figure 4:**
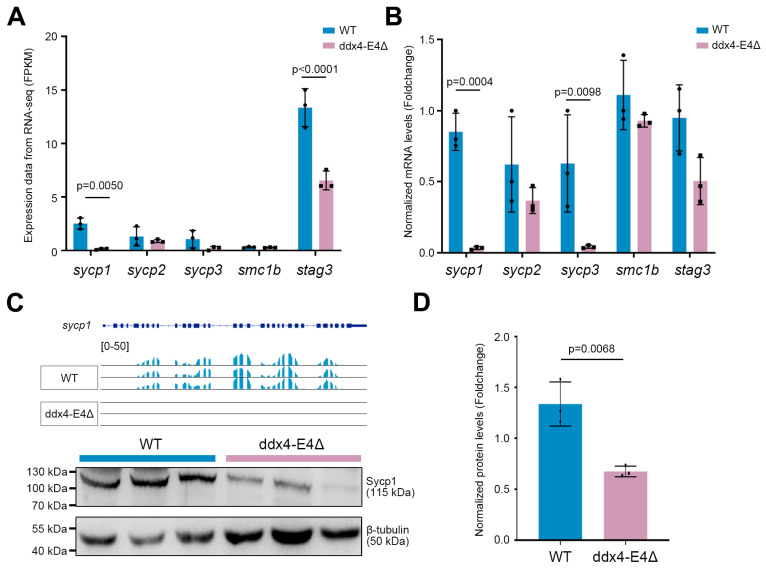
*ddx4-L* knockout leads to significant downregulation of *sycp1* at mRNA and protein levels. (**A**) Expression levels of several meiosis-related genes in WT and ddx4-E4Δ ovaries based on the RNA-seq data. The FPKM values are shown. n = 3. (**B**) qPCR validation of the mRNA levels of meiosis-related genes in WT and ddx4-E4Δ ovaries at 6 mpf. n = 3. (**C**) Detection of Sycp1 protein levels in WT and ddx4-E4Δ ovaries at 6 mpf by Western blot assay. RNA-seq tracks of *sycp1* gene in WT and ddx4-E4Δ ovaries are shown in the top panel. Original western blot images are shown in Figure S1A. (**D**) Quantitative analysis of the bands in (**C**) shows the changes in Sycp1 protein levels in ddx4-E4Δ ovaries. n = 3.

**Figure 5:**
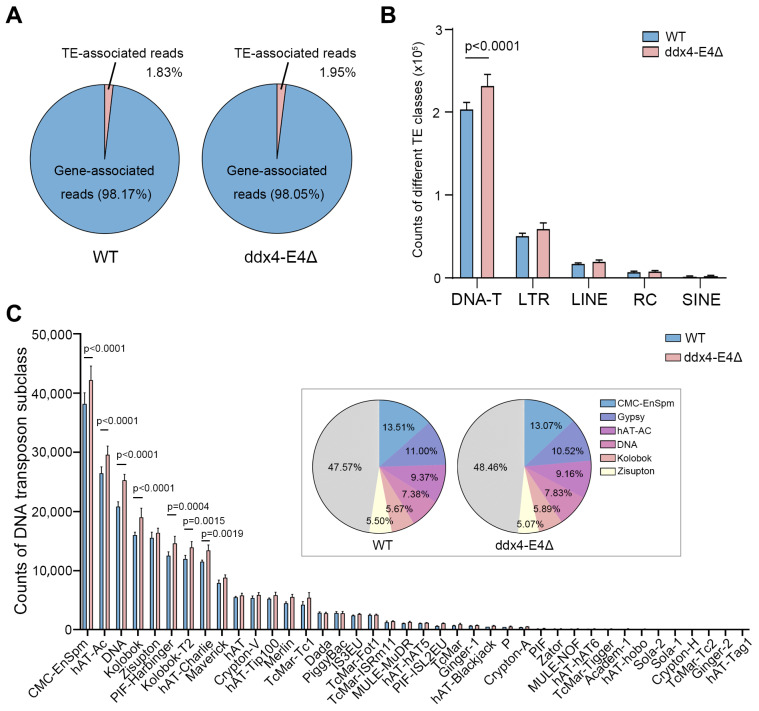
Identification of TEs and quantitative analysis of TE expression in WT and ddx4-E4Δ zebrafish ovaries. (**A**) The percentages of RNA-seq reads belonging to TEs in WT and ddx4-E4Δ ovaries. (**B**) Count numbers of different subcategories of TEs identified in WT and ddx4-E4Δ ovaries by RNA-seq. (**C**) Count numbers of DNA transposon subclasses in WT and ddx4-E4Δ ovaries.

**Figure 6:**
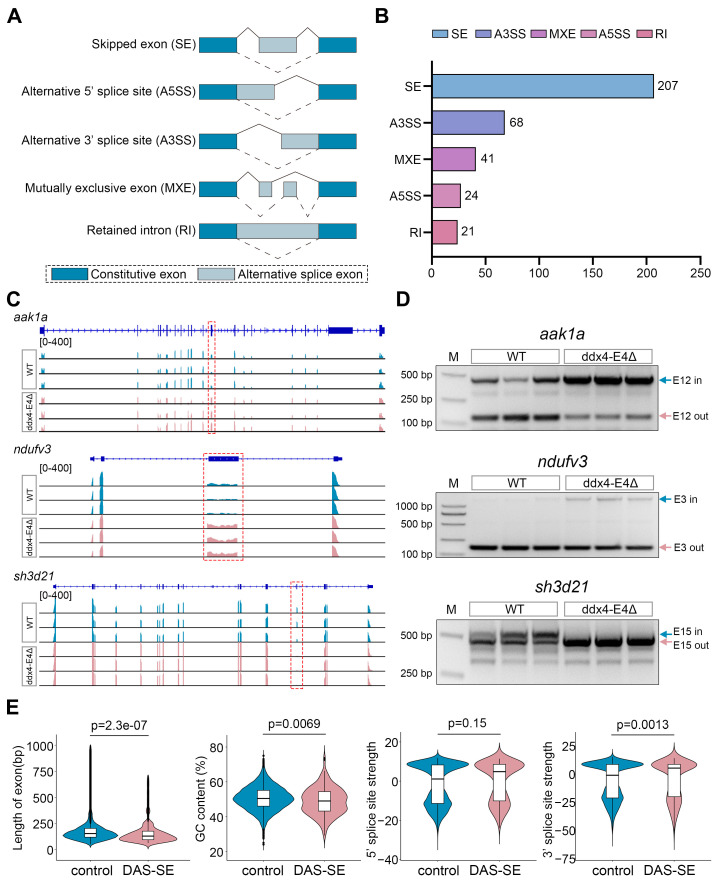
Identification of differential alternative splicing events between WT and ddx4-E4Δ zebrafish ovaries. (**A**) Five types of alternative splicing events analyzed in this study are shown. (**B**) The numbers of DASEs for each AS type between WT and ddx4-E4Δ ovaries are shown. (**C**) RNA-seq tracks of *aak1a*, *ndufv3*, and *sh3d21* are shown. The alternative exons are indicated with boxes. (**D**) RT-PCR validation of the three selected DASEs. Original gel images are shown in Figure S1B. (**E**) The differentially spliced exons affected by *ddx4-L* knockout have relatively shorter length, higher GC contents, similar 5′ splicing sites, and stronger 3′ splicing sites.

**Figure 7:**
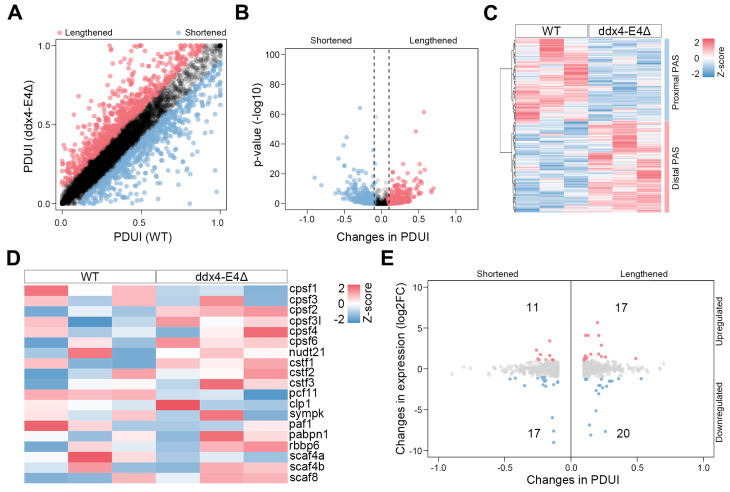
Identification of APA events between WT and ddx4-E4Δ zebrafish ovaries. (**A**) A plot of PDUI score of each gene in WT and ddx4-E4Δ groups. Grey dots indicate APA events showing no difference between WT and ddx4-E4Δ ovaries. (**B**) A volcano plot denoting 3′UTR-shorterned (blue) and -lengthened (red) gene hits. Grey dots indicate APA events showing no difference between WT and ddx4-E4Δ ovaries. (**C**) Heatmap of proximal and distal PAS usage. (**D**) Expression profile of key APA factors. (**E**) Log-fold change in gene expression is plotted against ΔPDUI for 3′UTR-altered genes. Grey dots indicate differential APA events that do not affect gene expression.

**Figure 8:**
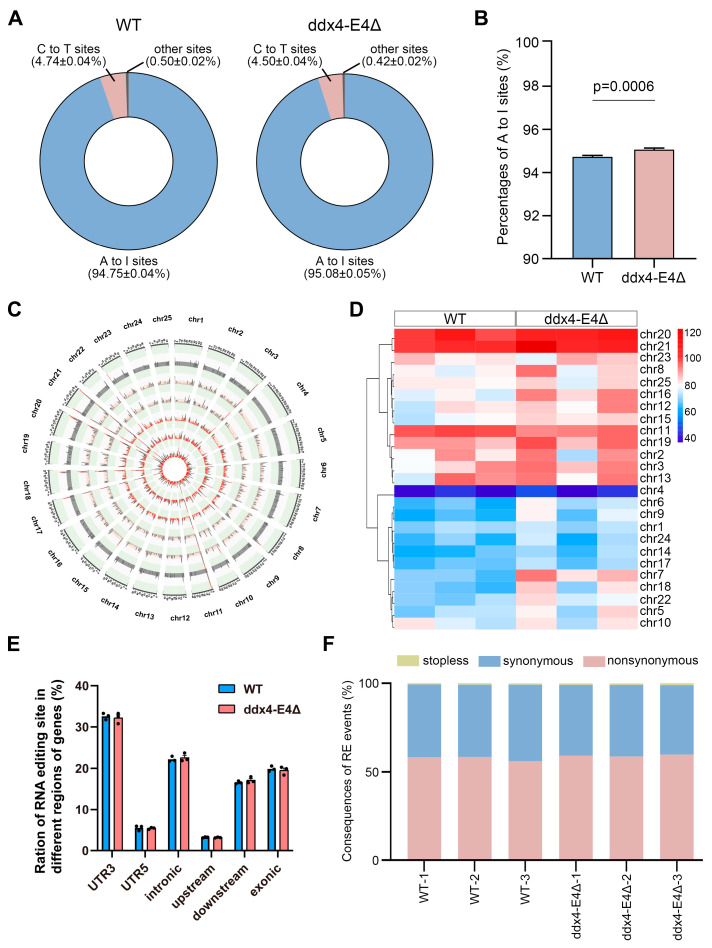
Identification of RNA editing events in WT and ddx4-E4Δ zebrafish ovaries. (**A**) Percentages of A-to-I, C-to-T, and other types of RNA editing events. (**B**) Proportion of A-to-I RNA editing events. (**C**) Distribution of RNA editing events on each chromosome. The RNA editing levels are shown with red bars. (**D**) The number of RNA editing sites on unite chromosome length of 25 chromosomes. (**E**) Distribution of the RNA editing sites in different regions of genes in WT and ddx4-E4Δ ovaries. (**F**) Functional consequences of the RNA editing sites located in CDSs.

## Data Availability

The data presented in this study are available in the Materials and Methods section and in the Supplementary Materials section. The RNA-seq data are available under the GEO accession code GSE276129 (https://www.ncbi.nlm.nih.gov/geo/, accessed on 31 August 2024).

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/biology13121055/s1, Table S1: List of primers used in this study; Table S2: Quantitative data of gonad weight, GSI, fertilization rate, and number of eggs produced of WT and *ddx4-L* mutant females; Table S3: RNA-seq data quality control; Table S4: Differentially expressed genes between ovaries of WT and *ddx4-L* mutants; Table S5: GO and GSEA enrichment analyses for DEGs; Table S6: Identification and expression analysis of TEs in WT and *ddx4-L* mutant ovaries; Table S7: Differential AS events between WT and *ddx4-L* mutant ovaries; Table S8: APA analysis in WT and *ddx4-L* mutant ovaries; Table S9: RNA editing analysis in WT and *ddx4-L* mutant ovaries. Figure S1: Original images for Figure 4C and Figure 6D.

How the deposited data were processed for this re-analysis (not part of the article)

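RNA was sequenced from ovaries of WT and ddx4-L mutant zebrafish at 6 mpf, with 3 libraries of each genotype. The authors trimmed the reads with Cutadapt, mapped them to GRCz11 with STAR and counted them per gene with featureCounts. Neither the handling of reads that map to several places nor the annotation is stated. The paper and the sample labels name different library kits. The deposited table has 1 column per library with whole numbers for 32519 Ensembl genes, of which 29200 were given a symbol and 6582 were 0 in all 6 libraries. The values are not scaled between libraries. They sum to more than the clean reads, and 4 is the most frequent value above 0 in each library, so 1 sequenced fragment appears to be worth about 4 units. As deposited by the authors, after their trimming, mapping and counting, the values were therefore treated as estimated counts. The test had been chosen for counts and was not changed when this was seen.

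Sequencing depth was compared by the sum of each column, with a median of 77653950 in WT and 77225773 in mutant libraries (exact permutation test, two-sided, n = 3, p = 0.6). A count of 3 or fewer was taken as the floor. Where a fold is given against libraries without counts, 12 counts were taken as the lowest level that can be told from 0, because of the unit of the table.

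Genes were filtered with filterByExpr, normalized by TMM (factors 0.968, 0.973 and 0.978 in WT and 1.08, 1.00 and 1.01 in mutant replicates 1, 2 and 3) and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, without the robust option and without a block. P values were adjusted by the Benjamini-Hochberg method. DEGs had an adjusted p under 0.05 and an absolute log2 fold change of at least 1, since the paper's fold change threshold of 1 is drawn on the log2 scale in Figure 3A. Correlations used log2(CPM + 1), and the PCA used log2 CPM with a prior count of 2. Gene sets were tested with camera from limma 3.58.1 with a preset correlation between genes of 0.01, and with fry and an estimated correlation as alternatives. The 9 sets were the zona pellucida genes, the meiosis and piRNA pathway lists and the lists of early meiotic prophase, granulosa and theca, blood, stroma, immune and growing oocyte genes. With all libraries, none of the 9 sets was called by camera or with an estimated correlation. The fry test, which asks whether a set's own genes changed, called the early meiotic prophase list only, as lower in the mutant. That list includes sycp1, and its median log2 fold change was 0.26. Single values were compared by exact permutation tests, whose smallest two-sided p is 0.1 with 3 libraries against 3.

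The alternatives were RLE, upper-quartile and total-count scaling, DESeq2 1.42.0, all genes with at least 1 count, genes with a mean of at least 10 counts, the replicate number as a block, other thresholds, and leaving out each library in turn. The genes named are those that the paper's text or Figures 3A, 4A and 7D name, ddx4, the zp genes of Table S5, and the 5 largest rises and 5 largest falls among DEGs with a mean log2 CPM of at least 1 and no overlap between the genotypes. The genes named from Figures 3E and 3F are all those found whose direction here went against the figure. The gene spo11 and other members of lists that are named were chosen after their values were seen. Gene symbols in the table do not always tell a and b paralogs apart, and a name that fits several genes was given for each of them or left out. Of the names in Figure 3A, 2 had no gene in the table.

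The test was tried on simulated data for 19353 genes. DESeq2 recovered 30 of 100 genes with a log2 fold change of 1 and 63 of 100 with 2, with 35 false calls. Without any simulated difference edgeR made 1 call, and DESeq2 was not run on that simulation. The camera and fry tests found the set that was shifted and called 0 of 20 other sets. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The splicing, polyadenylation and editing events, the qPCR, the Western blots and the phenotypes were not analysed here. The TE counts were taken from Table S6 and are the paper's values.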

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

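The tests in this part were chosen only after the result was seen, apart from the limits of 20 and 3 counts.

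The paper does not report that 72 genes had at least 20 counts in every library of one genotype and at most 3 in every library of the other. Of these, 40 were counted in WT only and 32 in the ddx4-L mutant only, and 58 had 0 counts throughout the genotype that lacked them. The other 9 splits of the 6 libraries gave at most 6 such genes with a median of 4, so 1 of the 10 splits, the real one, gave as many, and a share under 0.1 cannot be reached with 10 splits.

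The tables argue against 2 technical explanations. Too few fragments behind low values would leave no more genes than other splits with stricter limits, but 39 genes had at least 80 counts in one genotype and at most 12 in the other, against at most 2 in the other splits. A smaller library size in one genotype would remove genes from that genotype, but 32 of the genes were counted in the mutant alone. A mislabelled library would mix the genotypes and remove such genes, so it could not explain them. All 6 libraries correlated best with a library of their own genotype.

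A difference in sequence between the lines of fish, apart from the ddx4-L deletion, stays open. Names given by clone made up 58.3% of these genes, against 19.1% of the tested genes. Only 40.3% of them could be placed in the gene order, under the 80% set for the test, against 64.9% of the DEGs and 69.9% of the tested genes. Whether they lie close together in the genome, as linked sequence from the parents of the line would, could therefore not be tested, and such a source cannot be told apart from an effect of the ddx4-L deletion.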

How the results depend on the processing

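The division of the values by 4, the limits of 80 and 12 counts and the PCA with 1 library left out were chosen only after the results were seen.

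The number of DEGs was 601, 259 upregulated and 342 downregulated. RLE, upper-quartile and total-count scaling and the other filters gave between 550 and 611. With DESeq2 it was 1404 (645 upregulated, 759 downregulated), with the replicate number as a block 276 (128 and 148), and with an adjusted p under 0.01 it was 171 (76 and 95). The replicate numbers do not pair the libraries, since the deviations of equal numbers correlated at -0.074 to 0.083 across genes. The 6 fits that each left out one replicate gave from 314 to 473 DEGs, from 122 to 238 upregulated and from 192 to 237 downregulated, with fewer libraries in each. Division by 4 gave 734 DEGs. The cause of the difference between the tests was not tested.

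The difference between the correlations within and between genotypes, 0.0171, was 0.0239 with Spearman's rho, 0.0260 with a pseudocount of 0.1, 0.0122 with all genes with a count and 0.0092 without the DEGs, and it ran from 0.0153 to 0.0171 with 1 library left out. The PC1 share, 44.0%, was 58.7% with the 500 most variable genes and 35.9% without the DEGs, both by construction, and ran from 45.3% to 48.1% with 1 library left out. The number of genes counted in one genotype only, 72, was 139 with at least 10 counts, 38 with at least 50 and 39 with at least 80 against at most 12, by construction, and ran from 92 to 118 with 1 library left out, since fewer libraries have to meet the limits.

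The camera p of the zona pellucida genes ran from 0.0058 (lower, without mutant replicate 3) to 0.82 (higher, without mutant replicate 1). That of the meiosis list was 0.55 without its DEGs, with the opposite direction, since sycp1 and stag3 are left out, and ran from 0.43 to 0.87 with 1 library left out, with the opposite direction without mutant replicate 1 (0.63). The cause was not tested.

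Across 49 named genes and 637 combinations of gene and alternative, 5 were weaker, all for stag3 with 1 library left out, and 7 were stronger, 5 of them with DESeq2. In 33 combinations over 13 genes the direction reversed, and none of these genes had an adjusted p under 0.05. Part of these reversals follows from the scaling by construction, since a scaling moves all genes alike. The median log2 fold change of all genes tested was 0.014, and it was 0.096 with total-count scaling, 0.0058 with RLE scaling, -0.000090 with upper-quartile scaling and 0.0047 with DESeq2. With total-count scaling the log2 fold change was 0.022 for wee2, 0.072 for cpsf6, 0.049 for nudt21, 0.045 for cstf3, 0.036 for pabpn1, 0.0030 for rbbp6 and 0.036 for scaf8. It was -0.0077 for cpsf3l and -0.0068 for zp2.1 with RLE scaling, -0.013 and -0.014 with upper-quartile scaling, -0.0072 and -0.0063 with DESeq2, and -0.0071 for zp2.1 with the block. With 1 library left out it ran from -0.074 to 1.51 for CXCR4 (ENSDARG00000041959), from -1.31 to 0.15 for cyp19, from -0.033 to 0.060 for cpsf3l, from -0.17 to 0.0064 for cpsf4, from -0.032 to 0.014 for cpsf6, from -0.12 to 0.045 for nudt21, from -0.023 to 0.083 for cstf2, from -0.088 to 0.017 for cstf3, from -0.12 to 0.048 for pabpn1, from -0.12 to 0.040 for scaf8 and from -0.10 to 0.0945 for zp2.1. The cause of the reversals with the block or with 1 library left out was not tested.

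The sycp1 log2 fold change kept its direction and its call in every alternative run. The number of DEGs per chromosome was not run, since too few genes had a known place.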

Differences from the paper's values

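The comparisons of the sycp1 and cyp19 levels that remain were chosen only after the result was seen.

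The paper tested with DESeq2, so a difference from edgeR's calls can come from the choice of test. The paper gives 1134 DEGs, 524 upregulated and 610 downregulated, and edgeR's test gave 601, 259 and 342. Of the alternatives set before the data were examined, DESeq2 (1404, 645 and 759) and an adjusted p under 0.05 without a limit on the fold change (884, 379 and 505) fell within 1.5 times the paper's numbers, and the others did not.

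The paper does not state the measure behind its percentages, and it computed FPKM values. Those here come from the deposited counts per gene, as do all the alternatives, so a difference in measure stays open. For sycp1 the paper gives a decrease of 99%, against 96.1% ± 0.64 here. The alternatives set before the data were examined gave from 95.8% to 96.3%. A decrease cannot pass 100%, so the level that remains shows the gap better. It was 3.93% of the WT level here and from 3.68% to 4.21% in these alternatives, while the paper's value leaves 1%, and none of the alternatives closed the gap. For tdrd1 the paper gives a decrease of 56%, against 6.75% here. The alternatives set before the data were examined gave from 1.53% to 11.4%, and none closed the gap. For wee2 the paper gives 68%, against 3.82% here, and none of these alternatives closed the gap. For cyp19 the paper gives 92%, against 45.4% ± 52.8 here, and 54.6% of the WT level remained, against 8%. This gap lay within the spread, but beyond it with the block, without WT replicate 3 and without mutant replicate 3. For cxcr4a the paper gives 62%. CXCR4 (ENSDARG00000057633) fell by 72.5% ± 21.7 and CXCR4 (ENSDARG00000041959) changed by 49.5% ± 163.7. For sox9b the paper gives 67%. SOX9 (ENSDARG00000003293) fell by 20.5%, and of the alternatives set before the data were examined only leaving out mutant replicate 1 (34.7%) came within the spread. SOX9 (ENSDARG00000043923) fell by 66.9%.

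The lowest correlation within genotypes is about 0.99 in Fig. 2D, read by eye, against 0.980 here. The alternatives set before the data were examined gave 0.966 to 0.984, and none closed the gap.

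The paper describes tdrd1, cxcr4a, cyp19, wee2 and sox9b as downregulated. None of the genes with these symbols had an adjusted p under 0.05 in edgeR's test, and CXCR4 (ENSDARG00000041959) had a log2 fold change of 0.58. DESeq2 called CXCR4 (ENSDARG00000057633) and SOX9 (ENSDARG00000043923), with adjusted p of 0.017 and 4.2e-05, and edgeR called the latter without WT replicate 3 (0.032). The paper also describes sycp3 as downregulated, which edgeR's test did not call (adjusted p = 0.12) and DESeq2, the paper's test, did (0.013). The paper reports the fall of sycp3 by qPCR too. The paper finds the fertilization terms enriched in the downregulated DEGs. The sheet of Table S5 for the downregulated DEGs had no rows in the copy at hand, so this enrichment could not be checked. Of the zp genes in its sheet for all DEGs, none was called by edgeR's test, while DESeq2 called zp2.2 and zp3.2 (0.00023 and 0.012) and total-count scaling called zp2.2 (0.044). Over the scalings, filters and DESeq2 the adjusted p ran from 0.017 to 0.15 for CXCR4 (ENSDARG00000057633), from 4.2e-05 to 0.063 for SOX9 (ENSDARG00000043923), from 0.013 to 0.14 for sycp3, from 0.00023 to 0.069 for zp2.2 and from 0.012 to 0.14 for zp3.2.

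Figure 3A places psip1b among the downregulated genes, and its log2 fold change was 0.30 here. It names hmcn2, which had 0 counts in each library. The gene tmf1 is named in both Figure 3E and Figure 3F, and its log2 fold change was -0.36. In Figure 3F, etv5b, prmt7, pla2g6 and pafah1b3 are shown as downregulated, and their log2 fold changes here were 0.15, 0.017, 0.50 and 0.10.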

Other observations

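In this part, the splits of the libraries and the test of the unit were set beforehand, and the tests of scaling, of somatic cells, of early meiotic oocytes and of the TE counts were chosen only after the result was seen.

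Of the 10 splits of the 6 libraries, 1, the real one, gave as many DEGs, and 1 gave as many upregulated and 1 as many downregulated genes. All 10 called as many APA factors, since none called any. A camera p as small as that of the real split came up in 9 of the 10 splits for the zona pellucida genes, in 10 for the meiosis list and in 6 for the piRNA list. With 10 splits no share under 0.1 can be reached, and the other splits mix the genotypes, which raises the variation within their groups. A few genes taking most of the counts would lose most DEGs under another scaling, and 557 of the 601 DEGs were kept with total-count scaling.

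The median variance over the mean of low genes was 6.13 between WT replicates (3760 genes) and 6.04 between mutant replicates (3664 genes), against 0.70 and 0.73 for Poisson counts. This is consistent with a unit other than whole reads, though variation between fish also raises it.

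Of the 34 genes of the piRNA list 25 were tested, 10 higher and 15 lower in the mutant with a median log2 fold change of -0.033. None had an adjusted p under 0.05 in edgeR's test, over all genes or adjusted over the list alone, and 5 had an unadjusted p under 0.05. DESeq2 called 2 of them, henmt1 as lower and tdrd5 as higher. The camera p was 0.44 (adjusted p = 0.66 over the 9 sets).

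A changed share of somatic cells in the dissected ovary was weighed with 4 lists of marker genes. The median log2 fold change was -0.24 for the 18 tested granulosa and theca genes (camera adjusted p = 0.19), 0.15 for 5 blood genes (0.88), 1.25 for 11 stroma genes (0.21) and 0.97 for 8 immune genes (0.32). With 1 library left out these medians ran from -0.67 to -0.0022, from -0.21 to 0.42, from 0.52 to 2.07 and from 0.33 to 1.42. The unadjusted camera p then ran from 0.00025 to 0.42, from 0.71 to 0.95, from 0.0042 to 0.32 and from 0.0045 to 0.47. The highest and the lowest median lay 1.49 apart, but the mean scores of the libraries overlapped between the genotypes in all 4 lists, so a changed share of somatic cells cannot be told apart from other sources of the DEGs. In edgeR's test POSTN (ENSDARG00000104267) of the stroma list was called as higher (log2 fold change 2.57, adjusted p = 0.019) and CYP11A1 (ENSDARG00000002347) of the granulosa and theca list as lower (log2 fold change -0.71, adjusted p = 0.017). DESeq2 called 2 stroma genes as higher and 3 granulosa and theca genes as lower. Of the most abundant members, CYP11A1 (ENSDARG00000002347) had 213.5 ± 24.4 and 130.3 ± 10.7 CPM (SD, n = 3) in WT and mutant, and FN1 (ENSDARG00000006526) had 67.8 ± 62.1 and 144.1 ± 108.5 CPM. The gene cd74a (ENSDARG00000009087) had 26.1 ± 15.6 and 39.7 ± 16.2 CPM, and hbaa1 (ENSDARG00000097011) had 5.81 ± 7.08 and 1.80 ± 0.58 CPM. With 1 library left out the log2 fold change of hbaa1 ran from -2.14 to 0.057. All these genes passed the filter in the ovary, and the paper itself picked CYP19A1 from these libraries. The growing oocyte list, of which 19 genes were tested and 3 are zona pellucida genes, had a median of -0.22 (camera adjusted p = 0.17). Its unadjusted camera p ran from 0.00018 to 0.39 with 1 library left out. Its mean score did not overlap between the genotypes, which 10% of lists would show by chance, but mutant replicate 3 (8.847) practically equalled the lowest WT library (8.848), and the other mutant libraries had 8.43 and 8.59. The genes GDF9, pou5f3 and ca15b were called as lower by edgeR's test (adjusted p = 0.0064, 0.0085 and 0.016). DESeq2 called the same 3 as lower and zp3 as higher.

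Fewer early meiotic oocytes in the mutant ovary as the whole cause of the lower sycp1 level would lower the other early prophase genes with it. The list of early prophase genes had 13 tested genes, all of them also in the meiosis list. With sycp1 among them, camera and fry both gave a lower level in the mutant (adjusted p = 0.88 and 0.0077). The median log2 fold change of the 13 was 0.26, with 7 higher and 6 lower. Since fry asks whether the list's own genes changed, the fall of sycp1 counts towards its result. Besides sycp1, the median log2 fold change of the 12 others was 0.37, from 0.068 to 0.48 with 1 library left out, with 7 higher and 5 lower. None of the 12 had an adjusted p under 0.05 in edgeR's test, and 4 had an unadjusted p under 0.05. DESeq2 called sycp3 as lower and spo11 and syce2 as higher. In 5 of them the log2 fold change stayed above -1 by 2 standard errors, and 1, sycp3, lay below -1 by 2 standard errors. The mutant counts of sycp3 were under 12, so the size of its fall is uncertain. The gene syce2 rose by 1.04 on the log2 scale (standard error 0.27, adjusted p = 0.077 from edgeR's test). These values argue against such a loss as the whole cause only for genes that later oocytes do not also transcribe. Which of the genes those are was not tested. On sections of mutant ovaries, at a later age than these libraries, the paper reports markedly fewer early-stage oocytes. A partial loss stays open, and genes that are also transcribed in later oocytes could hide it.

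The TE counts of Table S6, which are the paper's values, were set against that table's own total of counted reads. DNA transposons had 13444 ± 210 (SD, n = 3) CPM in WT and 14319 ± 385 in mutant libraries, without overlap (exact permutation test, two-sided, p = 0.1, the smallest possible). That is 6.51% more at equal depth, against 13.8% in the counts themselves, so sequencing depth is not the whole of the difference. LINE (7.22% more) and SINE (26.2% more) also lay above all WT libraries (exact permutation test, p = 0.1 each), while LTR (8.78% more, exact p = 0.3) and RC (4.60% more, exact p = 0.2) overlapped. Among 40 subclasses, all of them of DNA transposons, 15 had all mutant libraries above all WT libraries, which 5% would by chance. Of the 5 classes, 3 or 4 did in the counts themselves, per clean read, per edgeR's effective library size and with 1 library left out. The paper's Table S3 gives a share of reads mapped to several places of 14.2% ± 0.23 (SD, n = 3) in WT and 15.3% ± 0.12 in mutant libraries, without overlap (exact permutation test, p = 0.1). Per read mapped to several places, 0 of the 5 classes separated the genotypes. Of the 40 subclasses 13 still did, 7 of them higher and 6 lower in the mutant, against 0 to 9 in the other splits of the libraries and 10% by chance. The multi-mapped share of the libraries cannot be told apart from a change in TE transcripts, because TE reads are themselves among those reads and the 10 splits are too few. Single TE copies were not analysed here.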
